A study of Mus musculus with 4 samples. Its data were reported in "DNMT1 is a negative regulator of osteogenesis" (2022).

How the data were processed

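Poly(A) RNA was measured by RNA sequencing in 4 samples of C3H10T1/2 cells, a mouse mesenchymal stem cell line that can form bone, cartilage, fat and muscle cells. The cells had been transfected for 48 h with a control siRNA or with an siRNA against DNMT1, the maintenance DNA methyltransferase, and were then left untreated or put through osteoblast (OB) induction for 3 days in medium with ascorbic acid at 50 µM, glycerophosphate at 10 mM and dexamethasone. Per the labels this gave 4 groups, called control, siDNMT1, OB and siDNMT1_OB, with 1 library each. No difference between groups therefore has a replicate check, and no p-value across conditions is given for any gene. No label states a batch or a sequencing date.

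The authors deposited a table of raw read counts per gene, in whole numbers, with no normalization. Per the study's methods, libraries were made with a TruSeq protocol, sequenced from both ends on an Illumina HiSeq instrument, trimmed with Trimmomatic, aligned with HISAT2 and counted per gene with featureCounts. Tool versions, the genome build used for the RNA reads, the use of strand and the handling of reads with several positions were not stated. Of 54409 genes shared with GENCODE M21 (build GRCm38), 53499 (98.3%) had the same position in the deposited table, so coordinates are those of the table and are given on GRCm38. Because strand use was not stated, genes that overlap another gene on the opposite strand, and genes with a near-identical copy elsewhere, carry counts that can include reads of the other gene. One such case is a stretch of chromosome 1 (24613189 to 24615565) that resembles the mitochondrial genome: its annotated pseudogene Gm10925 held 91023 counts in the control library, against 65539 for mt-Atp6 itself. Such counts are uncertain. Genes of this kind were not removed, so those that passed the expression filter enter the calls, the correlations and the list medians.

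Every gene row of the table had a gene name. Total counts were 27367792 in control, 25608719 in siDNMT1, 22296046 in OB and 26912489 in siDNMT1_OB. The 20 most abundant genes held between 8.77% and 10.6% of the counts, and mitochondrial genes between 2.53% and 2.83%. A count of 3, used as the floor, equalled 0.110 CPM (counts scaled to a common library size) in control, 0.117 in siDNMT1, 0.135 in OB and 0.111 in siDNMT1_OB. Intervals are exact (Clopper-Pearson) 95% intervals of the counts. Reads carried no molecular identifiers, so intervals and floors cover counting error only and not the variation between dishes of cells.

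From the deposited counts, TMM factors were computed in edgeR 4.0.16 (R 4.3.3) over all 4 libraries and lay between 0.991 and 1.01. Genes with a mean CPM of at least 1 over the 4 libraries were tested, which kept 13233 of 54532 genes (10125 of them protein-coding). These genes held at least 99.7% of the counts of each library, and 27152 genes had no count in any library. The log2 fold change was computed from CPM with a prior count of 2. A gene was counted as higher or lower when its log2 fold change was at least 1 in size, the size threshold of the study, and an exact two-sided binomial test of the reads of both libraries gave a Benjamini-Hochberg adjusted p under 0.05. That read test compares libraries, not conditions. A fold change against a library at or under 3 counts is given as a lower bound, computed against 3 counts, and none is given where both libraries are at or under it. The study used edgeR with the same size threshold. Its own fold changes and p-values were not analysed here, because the table used here holds counts only.

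The comparisons were siDNMT1 against control in untreated cells (the untreated pair), siDNMT1_OB against OB (the OB pair), OB against control, and siDNMT1_OB against siDNMT1. The difference between the siDNMT1 effects of the OB pair and the untreated pair was also computed per gene. The first 2 comparisons share no library with each other, and neither do the other 2. The comparisons, the thresholds, the filter, the gene lists, the rule for the genes named and most alternatives were fixed before the data were examined. The named genes are Dnmt1, the genes the study followed by RT-qPCR, the 5 highest and 5 lowest genes that met the rule in each comparison, and the 3 members furthest from 0 of each gene list whose median lay outside the 1st to 99th percentile. A gene named outside that rule is said to have been chosen after its values were seen.

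The 16 gene lists comprised 4 taken from the study and 12 from general knowledge. The study's lists were the genes followed by RT-qPCR, genes with changed promoter methylation, and the genes of the ossification and muscle networks of untreated and of OB cells, 2 lists that were read as gene names from a picture. The study picked the network genes on these same libraries, so their values are not independent evidence. Hdac9 was kept on the promoter methylation list because the study's discussion places a changed CpG at its promoter, although its results name no methylation change there and its supplement places the site in an intron. The other lists covered osteoblast, chondrocyte, adipocyte, skeletal muscle, germline, imprinted, interferon-stimulated, cell cycle, DNA methylation machinery, glucocorticoid response and housekeeping genes and p53 targets. For each list the median log2 fold change was ranked among 10000 random lists of the same size, matched on mean expression in 20 bins. This percentile describes the libraries and is not a test across conditions. Lists with fewer than 5 tested members were given no percentile.

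The siRNA sequences stated by the study were matched to GENCODE M21 transcripts of GRCm38. Which of the 2 DNMT1 siRNAs was used for RNA sequencing was not stated. For sites of siRNA seeds, all sequences of 7 bases (heptamers) found in the 3′ untranslated regions (UTRs) of at least 50 genes were ranked by a z value. The log2 fold change was first regressed on UTR length and GC content, each with its square. The z value was the mean residual of the genes with the heptamer divided by its standard error. That error was the standard deviation of all residuals over the square root of the number of genes with the heptamer. This used 10213 genes with a mean CPM of at least 5 and a UTR of at least 50 bases, with log2 fold changes limited to 2 in size. It was designed after the data were examined. Of 4 specifications of it, 3 were added after the first had been run.

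Alternatives were total count, upper quartile and DESeq2 1.42.0 size factors in place of TMM, prior counts of 0.5 and 10, a mean CPM of at least 5 or no filter, a log2 threshold of 1.5, unmatched random lists, and edgeR's exact test with an assumed biological coefficient of variation of 0.1, 0.2 or 0.4 in place of the read test. An additive quasi-likelihood fit in edgeR, with a term for siRNA and a term for OB induction over the 4 libraries, was added after the data were examined, with calls by adjusted p alone and also with the size threshold of the calling rule, as was leaving out genes with a seed site. No scaling moved the median log2 fold change of the tested genes by 0.05 or more in any comparison.

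The calling rule, the exact test and the additive fit were tested on simulated data. With 200 of 13233 genes changed by known folds, each recovered 200 of 200, with 2, 9 and 10 false calls for the calling rule, the additive fit and the exact test. These false calls do not rank the methods. Unchanged pairs simulated at a coefficient of variation of 0.1 gave the calling rule 20 calls on average. The additive fit and the exact test were simulated at that coefficient, which the exact test was given. Changed genes there had a mean CPM of at least 5 and the same siRNA effect in both states. To show what spread between dishes alone can give, 20 pairs of libraries with no true difference were simulated at each of several coefficients of variation, 1 of them the common value estimated by the additive fit. The heptamer ranking placed a simulated shift of 0.3 at rank 1 among 16193 heptamers. Scripts used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.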

Results

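To follow how loss of DNMT1 alters gene expression in mesenchymal stem cells before and during early OB differentiation, mRNA was sequenced in C3H10T1/2 cells transfected with control or DNMT1 siRNA, without or with OB induction for 3 days. Each of the 4 groups held 1 library, so the differences below have no replicate check. The total gene counts ranged from 22296046 in OB to 27367792 in control. In all, 13233 genes passed the expression filter.

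DNMT1 mRNA was examined first, as a check of the labels. Dnmt1 (ENSMUSG00000004099) lies on the minus strand of chromosome 9, from 20907209 to 20959888 (GRCm38). It had 7195 counts in control, 3375 in siDNMT1, 1931 in OB and 2492 in siDNMT1_OB. This gave 265 CPM (95% interval 259 to 271) in control and 132 CPM (127 to 136) in siDNMT1. In the untreated pair the log2 fold change was −1.01 (95% interval −1.07 to −0.95). Of the alternatives, upper quartile scaling moved it most, to −0.98, just short of the size threshold, and total count scaling gave −0.996, also short of it. OB held 85.4 CPM (81.6 to 89.3) and siDNMT1_OB 93.1 CPM (89.5 to 96.9). Dnmt1 was thus not lower in the library labelled siDNMT1_OB than in OB, where its log2 fold change was 0.13 (0.04 to 0.21). Every direction taken from the library labelled siDNMT1_OB is subject to this. During OB induction Dnmt1 fell by 1.63 on the log2 scale with control siRNA and by 0.50 with DNMT1 siRNA.

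**Figure D1:**
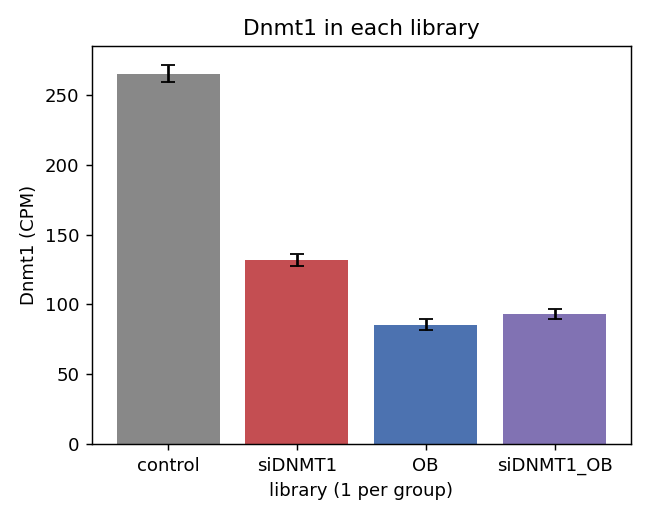
Dnmt1 in CPM (counts scaled to a common library size, vertical axis) in each library (horizontal axis, 1 library per group), with exact 95% intervals of the count as error bars. Control held 265 CPM, siDNMT1 132, OB 85.4 and the library labelled siDNMT1_OB 93.1.

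The study listed 2 siRNAs against DNMT1. DNMT1-2 (GCAAAGAGTATGAGCCAATAT) matched mouse Dnmt1 at all 21 bases, at chromosome 9 from 20922867 to 20922887, in the coding sequence of exon 19 of 39, and no other gene had a full match. DNMT1-1 (CGACTACATCAAAGGCAGCAA) had no full match in a mouse transcript. Its closest site in Dnmt1, TGACTACATCAAGGGGAGCAA, lay at chromosome 9 from 20915836 to 20915856 in the coding sequence of exon 28 and matched at 18 bases, with the substitutions C1T, A13G and C16G counted from the 5′ end of the listed strand. The control sequence (TTCTCCGAACGTGTCACGT) had no full match.

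To see which genes DNMT1 depletion changed in uninduced cells, siDNMT1 was compared with control. In this untreated pair 244 genes were higher and 174 lower (3.16% of the tested genes), and 180 of the higher genes were protein-coding. The read test compares libraries and not conditions, and spread between dishes can add calls. Simulated pairs with no true difference gave 20 calls on average (14 to 24) at a coefficient of variation of 0.1, 299.7 (262 to 333) at 0.2 and 3104 (3035 to 3204) at 0.4. Spread at 0.2 alone thus gave fewer calls than the 418 of this pair and the 488 of the OB pair. The additive edgeR fit, chosen after the data were examined, put the common coefficient at 0.138, where simulated pairs gave 48.1 calls (39 to 60). That estimate counts true differences between states as noise and is 1 value for all genes, so a gene with a wider spread can still be called by it. The fit moved the counts most, to 0 higher and 0 lower at an adjusted p under 0.05, with 1148 genes at an unadjusted p under 0.05. An assumed coefficient of 0.4 gave 0 higher and 3 lower. The highest genes were Ifi44 (chromosome 3, 151730922 to 151749960; 263 counts against 14, log2 fold change 4.12), Ddx60 (chromosome 8, 61928087 to 62038244; 66 against 4, 3.56) and Iigp1 (chromosome 18, 60376029 to 60392627; 62 against 6, 3.06). Oas2 (20 counts against 1) was at least 7.06-fold higher and Mtus2 (18 against 1) at least 6.35-fold higher. Of the lowest genes, Msln (chromosome 17, 25748614 to 25754327) fell from 152 counts to 1, at least 47.9-fold lower. Prl2c2 (205 counts against 4330) and Prl2c3 (86 against 1790) on chromosome 13 had log2 fold changes of −4.31 and −4.27, but these near-identical paralogs can share reads, so their separate values are uncertain. Gsta1 (5 against 108) had −3.89 and Aldh3a1 (49 against 651) −3.60.

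The same question was asked after OB induction, by comparing the library labelled siDNMT1_OB with OB. Here 310 genes were higher and 178 lower (3.69%), with 248 and 124 protein-coding genes among them. Cnn1 (chromosome 9, 22099216 to 22109630; 177 counts against 11) had a log2 fold change of 3.57, Pawr (chromosome 10, 108332121 to 108414240; 289 against 21) 3.43 and Mcam (chromosome 9, 44134469 to 44142727; 334 against 30) 3.16. Pappa2 (1233 against 115) also had 3.16. Myom1 (287 against 33) had 2.81, and it overlaps Myl12a on the opposite strand. On the lower side, Igfbp5 (chromosome 1, 72857932 to 72874884) dropped from 1409 counts to 143, a log2 fold change of −3.52. Aspg (24 against 113) had −2.38 and Phex (168 against 687) −2.26. The values of the processed pseudogene Gm10039 (13 against 195, −3.95) and of E330011O21Rik (12 against 68, −2.55), which overlaps Cxadr on the opposite strand, are uncertain.

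Across the tested genes, the siDNMT1 effects of both states correlated with Pearson's r of 0.254 (bootstrap interval over genes 0.227 to 0.282) and Spearman's rho of 0.143. Genes are not independent replicates. These pairs share no library. Without an expression filter, the correlation of the siDNMT1 effects of the 2 states was 0.103, the largest move among the alternatives. Of the genes that met the rule, 55 were higher in both states, against 5.72 if the calls were independent, 39 were lower in both, against 2.34, and 7 went in opposite directions. Of the 244 genes higher in the untreated pair, 184 (75.4%) had the same sign in the OB pair, as did 138 of the 174 lower genes (79.3%) and 53.3% of all tested genes. The log2 fold change of the OB pair lay above that of the untreated pair by at least 1 for 433 genes and below it by at least 1 for 391. These are signed differences, so a gene lowered less in OB counts among the 433. Under total count and under upper quartile scaling the counts were 384 above and 425 below, so which side was larger depended on the scaling. No gene's difference was tested across conditions.

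**Figure D2:**
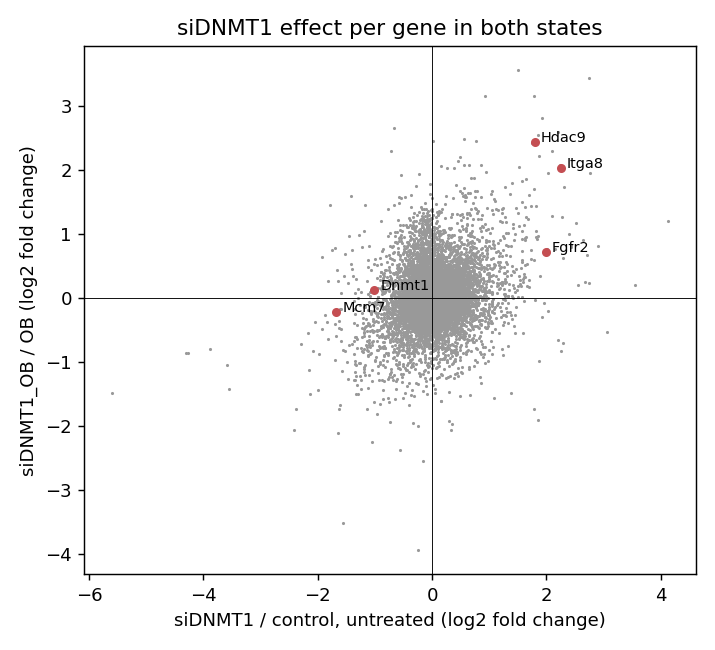
Log2 fold change of siDNMT1 against control in untreated cells (horizontal axis) and of siDNMT1_OB against OB (vertical axis), 1 point per tested gene, with 5 genes named. Pearson's r across the 13233 genes was 0.254. Itga8 and Hdac9 were higher in both states, and Fgfr2 was higher in untreated cells and had 0.72 in OB, under the size threshold.

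The 9 genes that the study followed by RT-qPCR were then examined. Fgfr2 (ENSMUSG00000030849, chromosome 7, 130162451 to 133123350) had 205 counts in control, 777 in siDNMT1, 1560 in OB and 3037 in siDNMT1_OB. Its log2 fold change was 1.99 (95% interval 1.78 to 2.23) in the untreated pair and 0.72 (0.63 to 0.81) in the OB pair. The span annotated in the table contains many other genes on both strands, whose reads it can share. Itga8 (ENSMUSG00000026768, chromosome 2, 12106632 to 12301922) had 62, 286, 536 and 2598 counts in the same order, giving 2.25 (1.89 to 2.71) and 2.03 (1.90 to 2.17). Hdac9 (chromosome 12, 34047580 to 34917095) had 1.80 (1.40 to 2.31) untreated and 2.43 (1.90 to 3.18) in OB. Hey1 (chromosome 3, 8663359 to 8667256) had 1.63 (1.13 to 2.26) untreated and 0.93 (0.13 to 1.95) in OB, the latter from 38 counts against 16. Sox9 (chromosome 11, 112782224 to 112787760) had 0.75 (0.67 to 0.82) and 0.25 (0.19 to 0.30). H19 (chromosome 7, 142575529 to 142578143) was at least 3.88-fold higher in siDNMT1 (11 counts against 2), and its log2 fold change in OB was 2.42 (1.80 to 3.37). Rora (ENSMUSG00000032238, chromosome 9, 68653786 to 69388246), with 141, 217, 284 and 307 counts, had 0.70 (0.39 to 1.02) untreated. In OB its value of −0.13 (−0.37 to 0.11) was not distinguishable from no change at this depth.

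Both remaining RT-qPCR genes were below the expression filter. Sox6 (chromosome 7, 115470872 to 116038796) had 1, 28, 21 and 17 counts, so it was at least 9.88-fold higher in the untreated pair, while its log2 fold change of −0.50 (−1.56 to 0.45) in OB was within counting error. Ihh (chromosome 1, 74945315 to 74951672) had 10, 2, 5 and 2 counts. It was at least 3.15-fold lower in siDNMT1 than in control and at least 1.97-fold lower in the OB pair, from counts too small to carry a direction with weight. These counts therefore do not weigh against the higher Ihh mRNA that the study reported by RT-qPCR.

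The OB program itself was examined by comparing induced with uninduced cells. The labels give 3 days of induction for the OB groups and no matching time for the untreated groups. Time in culture and time since transfection may thus differ along with induction, and these comparisons cannot separate them from it. Every change given for OB induction, here and elsewhere, carries this limit. With control siRNA, 1404 genes were higher and 940 lower (17.7%). Zbtb16 (chromosome 9, 48654297 to 48836222) rose from 0 to 1780 counts, at least 712-fold. Fam107a (4720 counts against 6) had a log2 fold change of 9.45, Aldh1a7 (8536 against 22) 8.73, Gdpd2 (6543 against 25) 8.18 and C3 (1783 against 7) 7.87. The lowest genes were Ak4 (26 against 1202, −5.18), Lgr6 (5 against 219, −4.77), Prl2c3 (55 against 1790, −4.72, uncertain as above), Ngef (6 against 233, −4.66) and Gm28710 (5 against 199, −4.63).

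With DNMT1 siRNA, 903 genes were higher and 357 lower (9.52%) in the library labelled siDNMT1_OB than in siDNMT1. Zbtb16 rose from 0 to 1688 counts, at least 539-fold, and Map7d2 from 2 to 598, at least 191-fold. Aldh1a7 (7000 counts against 8) had a log2 fold change of 9.39, Fam107a (2628 against 10) 7.71 and Aldh1a1 (2263 against 12) 7.27. Gm28710 (3 against 86) was at least 29.9-fold lower, and Vip (15 against 230), Cbln1 (6 against 76), Dach2 (5 against 53) and Trim66 (17 against 127) had −3.83, −3.33, −3.02 and −2.82. The 2 OB effects correlated across genes with Pearson's r of 0.854 (bootstrap interval 0.844 to 0.862) and Spearman's rho of 0.780. Of the calls, 773 were higher in both, 292 lower in both and 1 opposite. The standard deviation of the log2 fold changes was 0.945 with control siRNA and 0.699 with DNMT1 siRNA, a ratio of 0.740.

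The siDNMT1 effect and the OB effect were also compared. In the untreated pair the siDNMT1 effect correlated with the OB effect of control siRNA across genes at r of 0.402. Both are measured against the same control library, and simulated groups with no change gave 0.130, 0.209 and 0.336 at coefficients of variation of 0.1, 0.2 and 0.4. In the OB pair the correlation was −0.443, against simulated values of −0.130, −0.208 and −0.338 for the shared OB library.

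Gene lists gave a summary of programs named by the study. The 7 tested RT-qPCR genes had a median log2 fold change of 1.74 in the untreated pair (100th percentile of the random lists; 1.80 with genes near the floor at their bound) and 0.93 in the OB pair (percentile 99.98). In the untreated pair 5 of the 7 met the rule when adjusted over all genes tested, and 5 when adjusted over the list alone. The OB pair gave 3 in both ways. The study chose these genes on the same samples, so this is not independent evidence. The 8 tested genes of the promoter methylation list had medians of 0.53 (percentile 99.99) and 0.31 (99.6), with 5 of 8 positive and 3 of 8 negative in each pair. The list shares 5 genes with the RT-qPCR list, and its members furthest from 0, Itga8, Fgfr2 and Hdac9, are among them, so it is not a separate result. The study's accounts of methylation at Hdac9 differ, as its results report none changed at promoter or gene body. With a mean CPM of at least 5, which leaves Hdac9 out, the OB median was 0.21 and inside the 1st to 99th percentile. It also came inside without a filter and with random lists not matched on expression. Among the network genes of untreated cells, 26 of 26 were called higher in the untreated pair, with a median of 1.71, and 22 of 26 had a positive value in the OB pair, with a median of 0.81. Dhrs3 (29 counts against 3) was at least 10.2-fold higher in siDNMT1, and Isg15 and Lmod1 had 2.51 and 2.44. Among the network genes of OB cells the medians were 0.56 and 1.37, with 36 of 36 positive in the OB pair and 35 called there. Dmd had 2.39 in the untreated pair, and Col10a1, which overlaps Nt5dc1 on the opposite strand, had 2.60 in the OB pair. During OB induction with control siRNA the network lists had medians of 1.88 and −0.40, and with DNMT1 siRNA 0.77 and 0.02. With control siRNA, Dhrs3 (151 counts against 3) was at least 60.4-fold higher and Lmod1 had 3.53 on the untreated list, while on the OB list Itga8 was higher (536 counts against 62, 3.33) and Col8a1 and Dlk1 were lower at −3.76 and −3.19. With DNMT1 siRNA, Gdpd2, Itga8 and Pappa2 had 5.32, 3.11 and 3.04. The RT-qPCR list had 1.26 (percentile 99.7) and 0.56 (96.8) in these comparisons, and the promoter methylation list −0.05 (41.1) and 0.13 (79.9).

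Lists of lineage genes were compared in the same way. The 11 tested osteoblast genes had medians of 0.14 (percentile 92.0) in the untreated pair and 0.24 (98.1) in the OB pair, and −0.06 and −0.03 for OB induction with control and DNMT1 siRNA, all inside the 1st to 99th percentile. In each siDNMT1 comparison 8 of 11 osteoblast genes were positive. The calls did not follow the medians: 0 were called higher and 2 lower in the untreated pair, and 1 higher and 1 lower in the OB pair. The 12 tested chondrocyte genes had 0.85 in the untreated pair (100th percentile; 12 of 12 positive; 0.95 with bounds) and 0.24 (96.8; 9 of 12 positive) in the OB pair. Col10a1, Matn4, which overlaps Rbpjl on the opposite strand, and Matn3 had 2.21, 1.62 and 1.55 in the untreated pair. OB induction gave the chondrocyte list 2.08 and 1.21, with Cnmd at least 23.2-fold and 21.4-fold higher. Col9a2 was at least 10.4-fold higher with control siRNA (26 counts against 2) and had 3.27 with DNMT1 siRNA. Matn4 had 3.26 with control siRNA. The chondrocyte list shares 3 genes with the RT-qPCR list and 4 and 3 with the network lists. The 8 tested adipocyte genes had 0.28 (98.4), 0.04 (61.2), 1.20 (99.97) and 0.28 (91.8) in the 4 comparisons, with Fabp4 at 3.35, Plin4, which overlaps Hdgfl2, at 2.54 and Lpl at 2.27 in OB with control siRNA. The 5 tested skeletal muscle genes had −0.17 (14.6) in the untreated pair and 0.75 (99.5) in the OB pair, where Tnnt2, Mef2c and Neb had 1.21, 1.04 and 0.75. Their OB medians were 0.24 (51.3) and −0.07 (23.7). Only 3 of 25 germline genes were tested, so that list has no percentile, and 0 of the 3 were called in either siDNMT1 comparison.

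Some members of these lists are also genes that the study picked. The network list of untreated cells shares 1 gene each with the interferon, adipocyte and skeletal muscle lists. That of OB cells shares 1 each with the interferon, osteoblast and p53 lists and 2 each with the cell cycle, imprinted and skeletal muscle lists. The RT-qPCR list shares 1 with the imprinted list, and the promoter methylation list shares 1 with the chondrocyte list and 2 with the DNA methylation machinery. The 21 tested interferon-stimulated genes had a median of 1.45 in the untreated pair (21 of 21 positive, 16 called) and 0.25 (99.4; 18 of 21) in the OB pair. Mx2 had 2.74 in the untreated pair, and Isg15 and Bst2 had 1.18 and 1.04 in the OB pair. The interferon list rose with OB induction by 2.87 with control siRNA and by 1.46 with DNMT1 siRNA, with Oas2 (123 counts against 1) at least 49.2-fold higher and Oasl2 at 4.11 in the former, and Oas2, Oas1a and Gbp3 at 3.49, 2.18 and 2.15 in the latter. The 21 cell cycle genes had −0.25 in the untreated pair (19 of 21 lower) and 0.99 in the OB pair (20 of 21 higher), and OB induction lowered 21 of 21, with medians of −2.18 and −1.01. Mcm7 (chromosome 5, 138164583 to 138172422), which overlaps Cops6 and Ap4m1 on the opposite strand, had −1.67 in the untreated pair, where Rrm2 and Birc5 had −0.66 and −0.53. Cenpf, Mki67 and Aurka had 1.32, 1.16 and 1.14 in the OB pair, and Mcm5, Bub1 and Mki67 had −2.80, −2.61 and −2.57 during OB induction with control siRNA. With DNMT1 siRNA, Cenpf, Top2a and Mki67 had −1.46, −1.36 and −1.29. The 17 tested imprinted genes had 0.34 in the untreated pair (16 of 17 positive) and 0.33 (99.9; 11 of 17 positive) in the OB pair. H19, which the study also followed by RT-qPCR, was the member furthest from 0 in both. Mest, which overlaps Copg2 on the opposite strand, and Peg3 had 1.32 and 0.91 untreated, and Dlk1 and Peg10 had 2.03 and 1.30 in the OB pair. Their OB medians were 0.36 (98.0) and 0.11 (82.1).

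The 16 tested p53 targets had 0.13 (98.0) and 0.32 (100th percentile; 14 of 16 positive) in the siDNMT1 comparisons, with Btg2, Aen and Perp at 1.01, 0.62 and 0.59 in the OB pair, and −0.04 (56.8) and 0.09 (86.5) in the OB comparisons. Upper quartile scaling turned the −0.04 to slightly above 0. The 14 tested genes of the DNA methylation machinery had 0.09 (92.2), −0.05 (13.7), −0.18 (17.4) and −0.32 (0.45) in the 4 comparisons. In the last, Gadd45a and Tdg, which overlap genes on the opposite strand, had −1.76 and −0.77, and Uhrf1 had −0.89. The 14 tested glucocorticoid response genes had −0.22 (0.2; −0.26 with bounds) and −0.18 (0.5) in the siDNMT1 comparisons and rose by 1.96 and 1.92 with OB induction, 14 of 14 positive in each. In the siDNMT1 comparisons 11 of 14 were lower in the untreated pair and 10 of 14 in the OB pair. Angptl4, Dusp1 and Errfi1 had −1.32, −0.69 and −0.59 in the untreated pair. In the OB pair Angptl4 and Errfi1 had −1.37 and −0.46, while Sgk1 went the other way, from 4909 to 10399 counts (0.84). Tsc22d3 rose from 744 to 9970 counts and Fkbp5 by 3.03 in OB with control siRNA. The 18 housekeeping genes stayed inside the 1st to 99th percentile in all 4 comparisons, with medians of −0.12, 0.05, −0.28 and −0.23.

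**Figure D3:**
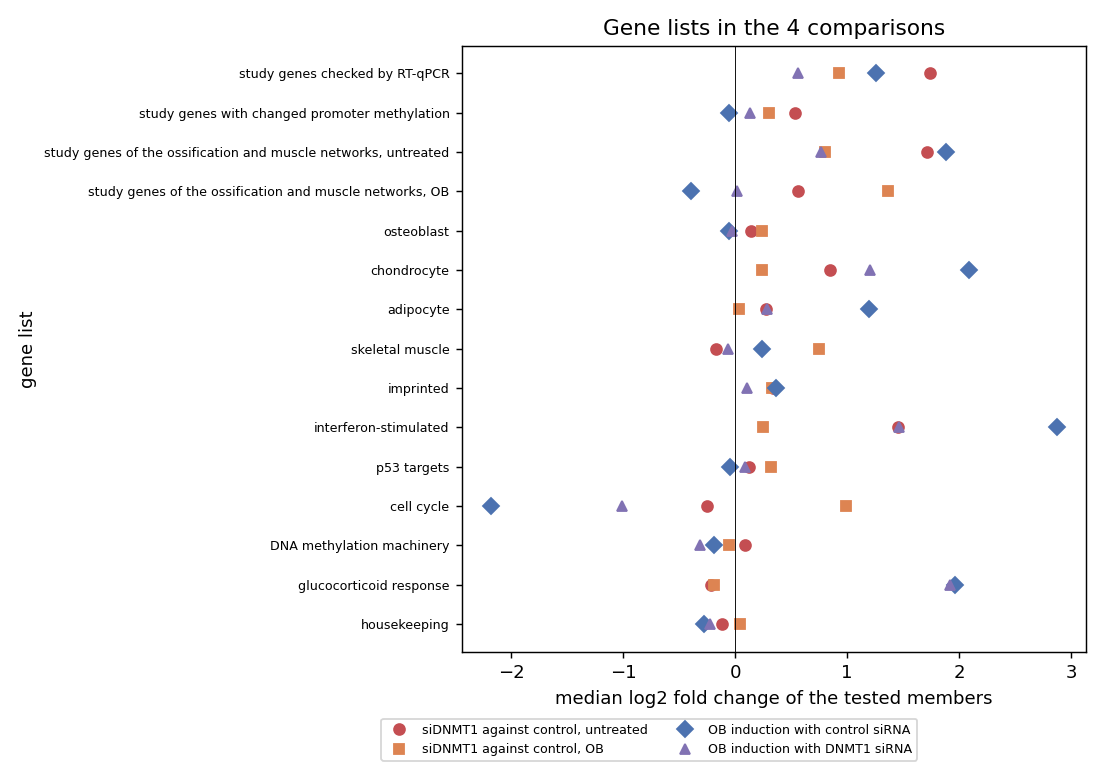
Median log2 fold change of the tested members (horizontal axis) of each gene list with at least 5 tested members (vertical axis), with 1 marker shape per comparison. The interferon list reached 2.87 in OB with control siRNA, and the cell cycle list lay at −2.18 there and at 0.99 in the comparison of the library labelled siDNMT1_OB with OB.

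Single genes outside the naming rule were chosen after their values were seen. Alpl, an early osteoblast marker, had 0, 1, 2 and 0 counts in control, siDNMT1, OB and siDNMT1_OB, and Bglap had 2, 1, 1 and 3, all at or under the floor. Wnt3a had 0 counts in every library. Igf2 had 0, 2, 1 and 34 counts and was at least 9.58-fold higher in the OB pair. Dmp1 had 80, 62, 8 and 37 counts. Spp1 had 14862, 5270, 4226 and 7261 counts, a log2 fold change of −1.41 in the untreated pair and 0.54 in the OB pair.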

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

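The tests of selection of the network lists were chosen before their results were seen, as were the simulation of a common OB effect, the immune cell markers and the coding sequence test of the seed sites; every other test here was chosen only after the result was seen. In each case below the siDNMT1 effect of the OB pair differed from that of the untreated pair, either in sign or, for gene lists, by a median difference outside the 1st to 99th percentile of matched random lists. None of these differences was tested across conditions, because each group held 1 library.

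Dnmt1 differed by 1.13 on the log2 scale between the states: it was lower in siDNMT1 than in control but slightly higher in the library labelled siDNMT1_OB than in OB. Swapped labels of the OB libraries would raise genes with a seed site of the DNMT1-2 siRNA in siDNMT1_OB, yet these genes were lower there (z −11.1), as in the untreated pair. Loss of all siRNA activity would leave no such shift, and the shift was −0.11 on the log2 scale. Library scaling did not account for it, as Dnmt1 stayed above 0 in the OB pair under each of the other scalings, the lowest value being 0.0964. A weaker siRNA activity in siDNMT1_OB than in siDNMT1 stays among the candidate explanations: genes with the seed site shifted by −0.15 in the untreated pair, and from siDNMT1 to siDNMT1_OB their z was 3.67, 5th highest of 16193 heptamers. More dividing cells in siDNMT1_OB than in OB were weighed as well. The cell cycle list was higher in that library, and Dnmt1 lay below its median in the OB pair (−0.86) and in the untreated pair (−0.76), each with 20 of the 21 members above Dnmt1. In the OB effects, however, Dnmt1 lay above the median, by 0.55 with control siRNA and by 0.51 with DNMT1 siRNA, with 2 of 21 members above it. Dnmt1 thus did not follow the list one to one, and these values do not give the size of a knockdown in OB. Weaker siRNA activity and more dividing cells cannot be told apart as reasons for the Dnmt1 level, since 1 dish per group leaves the growth of the cells confounded with the group. Each is a hypothesis, found and tested on the same libraries, and protein levels were not analysed here.

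The cell cycle list differed by 1.17, with 21 of 21 members moving up, and the interferon list by −1.17, with 20 of 21 moving down. Both differences run against the OB effect, which was smaller with DNMT1 siRNA (ratio of standard deviations 0.740). Untreated cells mixed into the library labelled siDNMT1_OB would need a share of 35.4% to give the cell cycle values, and would then lower the glucocorticoid list by a median predicted at −0.44. The measured median was 0.0106, and 1 of 14 members lay at or below its predicted value. Independent spread between libraries around a common OB effect gave no ratio below 0.988 in the simulations, though spread that is shared by many genes was not simulated. Growth or density of the dishes stays open: with 1 dish per group, an effect of DNMT1 siRNA on the cell cycle (1.17) and a difference in density cannot be told apart.

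For the interferon list in the untreated pair, immune cells among the cultured cells were weighed first. The 10 immune cell markers, a list written before that test, summed to 2.58 CPM in siDNMT1 and 2.32 CPM in control (66 and 63 counts), and the most abundant of them in siDNMT1, Cd74, had 1.21 CPM, while the interferon list rose by 150 CPM, so the tables argue against this source. A reaction to the siRNA duplex and an effect of Dnmt1 loss cannot be told apart for the rise of 1.45, because the control and DNMT1 siRNAs differ in sequence and the design holds no other duplex.

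Of the study's network lists, that of untreated cells had a smaller effect in OB (−0.90) and that of OB cells a larger one (0.87). Selection of the lists on these libraries could account for both. All 244 genes called higher in the untreated pair had a median difference of −0.996, and all 310 called higher in the OB pair one of 1.14, so each list did as any genes picked in the same way. These differences carry no separate evidence on OB differentiation.

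The chondrocyte list differed by −0.63, at percentile 0.06 of matched random lists, so a chance draw of genes is not a likely reason. Of its 12 tested members, 9 moved down. The list shares members with the study's own lists, and spread between dishes was not tested for it. A difference in the biology of OB cells stays open.

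Rora differed by −0.83. In the OB pair the 95% interval of its log2 fold change reached up to 0.11, so the negative sign there is consistent with counting error. Counting error does not cover the difference itself, as the intervals of the pairs, 0.39 to 1.02 untreated and −0.37 to 0.11 in OB, do not overlap. Spread between dishes was not tested for it.

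For 3 lists the median of the per-gene differences lay inside the 1st to 99th percentile of random lists. The skeletal muscle list differed by 0.19 (percentile 82.7), over 5 tested genes. Its medians in the pairs were further apart, at −0.17 (percentile 14.6) untreated and 0.75 (percentile 99.5) in OB, so the median of so few differences does not exclude a change. The DNA methylation machinery list differed by −0.10 (percentile 10.5, from medians of 0.09 and −0.05) and the housekeeping list by 0.0868 (percentile 65.0, from medians of −0.12 and 0.05).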

How the results depend on the processing

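Directions below that rest on the library labelled siDNMT1_OB carry the limit set by its Dnmt1 level. The alternatives fixed beforehand and the 3 added after seeing the data left most values on the same side of their threshold: 641 list medians, 78 counts of genes, 18 Dnmt1 values and 7 correlations kept their direction and side, or stayed within 1.5 times for counts. Of values for single named genes, 579 kept them, 58 became weaker, 1 became stronger and 0 reversed. Most of the weaker ones came from an assumed coefficient of variation of 0.4 (28) and the stricter filter (23). The filters, the size threshold and the assumed coefficients leave a gene's log2 fold change as it is, so they could not reverse it. Ihh and Sox6 lie below the main filter, so most of their values count as kept without a test. DESeq2 size factors and prior counts of 0.5 and 10 changed no count, Dnmt1 value, correlation or list in this way, nor did an assumed coefficient of variation of 0.1 change a count by over 1.5 times. In what follows, pairs of counts are genes higher and genes lower, and where no cause is named the cause was not tested.

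The counts depended most on the spread assumed between dishes, for which 1 library per group gives no direct estimate. With an assumed coefficient of variation of 0.2, the untreated pair had 35 and 23 genes, the OB pair 35 and 20, and OB induction with DNMT1 siRNA 500 and 105. With 0.4, the untreated pair had 0 and 3, the OB pair 0 and 0, OB induction with control siRNA 146 and 19, and OB induction with DNMT1 siRNA 65 and 2. The additive edgeR fit over the 4 libraries, chosen after seeing the data, takes its spread from the departure from additivity, and so counts any true difference between states as noise. Its common coefficient of variation was 0.138, below the assumed values of 0.2 and 0.4. It gave the siRNA term 0 and 0 genes at an adjusted p under 0.05, with 1148 at an unadjusted p under 0.05 and 0.111 as the smallest adjusted p, for both the untreated pair (0 and 0) and the OB pair (0 and 0). It gave the OB term 1583 and 1203 genes at an adjusted p under 0.05 with no threshold on size, so these are not set against the 903 and 357 of OB induction with DNMT1 siRNA, which require a log2 fold change of at least 1 in size. With that size required as well, also chosen after seeing the data, the siRNA term stayed at 0 and 0 and the OB term had 952 and 549. This term is 1 effect for both inductions, and its counts lay between those with control siRNA (1404 and 940) and with DNMT1 siRNA, so the differences need not come from the spread.

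The stricter size threshold of 1.5 lowered every count by its construction, to 90 and 46 in the untreated pair, 73 and 38 in the OB pair, 732 and 484 for OB induction with control siRNA, 441 and 73 with DNMT1 siRNA, and 101 genes with a siDNMT1 log2 fold change higher in OB than untreated by the threshold and 100 lower. A mean CPM of at least 5 tests fewer genes. It gave 108 and 91 in the untreated pair, 185 and 72 in the OB pair, 825 higher genes with control siRNA, 509 and 229 with DNMT1 siRNA, and 267 higher and 131 lower in OB than untreated. No filter tests more genes, many with few reads, and gave 376 and 313 in the untreated pair, 391 lower genes in the OB pair, 2175 higher genes with control siRNA, 1356 higher with DNMT1 siRNA, and 2420 higher and 2965 lower in OB than untreated. The correlation of the siDNMT1 effects of the 2 states then fell to 0.103.

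Scaling moved Dnmt1 in the untreated pair to −0.996 (total count) and −0.983 (upper quartile), short of the size threshold. Both scalings turned the balance of genes with a siDNMT1 effect higher or lower in OB than untreated, from 433 and 391 to 384 and 425. The median difference of the glucocorticoid list turned from 0.0106 to −0.0316 under total count and −0.0320 under upper quartile scaling, and that of p53 targets in OB with control siRNA from −0.04 to 0.0073 under upper quartile scaling.

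Filters changed which list members were tested. With a mean CPM of at least 5, medians were no longer outside the 1st to 99th percentile for the DNA methylation machinery (−0.26) and chondrocyte list (0.56) in OB with DNMT1 siRNA and for the promoter methylation list in the OB pair (0.21). The chondrocyte list moved outside in the OB pair (0.42), the osteoblast list in OB with DNMT1 siRNA turned positive (0.21) and the promoter methylation list in OB with control siRNA did too (0.0356). Without a filter, medians came back inside for adipocyte genes in OB with control siRNA (0.65), the glucocorticoid list in the untreated pair (−0.18), skeletal muscle genes in the OB pair (0.0197) and the promoter methylation list in the OB pair (0.21), and skeletal muscle genes moved outside in the untreated pair (−0.56). Signs turned for osteoblast genes in OB with DNMT1 siRNA (0.21), in OB with control siRNA (0.0703) and in the difference between states (0.0376), and for the promoter methylation list in OB with DNMT1 siRNA (−0.0310). The adipocyte median of the OB pair went from 0.04 to 0.

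With random lists not matched on expression, the RT-qPCR difference of −0.50 moved outside the 1st to 99th percentile and the promoter methylation value of 0.31 in the OB pair came inside. Leaving out genes with a DNMT1-2 seed site, an alternative chosen after seeing the data, brought the adipocyte list in OB with control siRNA (0.53) and the glucocorticoid list in the untreated pair (−0.18) inside, moved p53 targets in the untreated pair (0.22) outside, and turned the promoter methylation list in OB with control siRNA from −0.05 to 1.26, a median of few genes.

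The alternatives listed for the authors' own comparison, an adjusted p and a filter, were not run, because the table used here holds counts only. Alpl, Bglap and Wnt3a had 3 counts or fewer in every library, a floor of 0.110 to 0.135 CPM. Little or no mRNA of these genes was thus detected, and no direction can be read for them. Low counts also limit Ihh in both pairs, and Sox6 and H19 in the untreated pair, where 1 library held 3 counts or fewer. The additive fit given above takes both siDNMT1 comparisons together. Within a state no paired analysis was possible, because each group holds 1 library.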

Other observations

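The coding sequence test of the seed sites and the test of GC content and gene length were chosen before their results were seen; the search for seed sites itself and every other test here were chosen only after the result was seen.

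Genes with a site for the seed of the DNMT1-2 siRNA were lower in siDNMT1 than in control and lower in the library labelled siDNMT1_OB than in OB. A seed is the stretch of bases 2 to 8 of the strand that guides silencing, and an siRNA can lower unintended mRNAs that pair with it in their 3′ UTR, as a microRNA does. For the antisense strand of DNMT1-2 the site is GCCAATA, present in the 3′ UTR of 634 of 10213 genes. These had a median log2 fold change of −0.15 in the untreated pair and −0.09 in the OB pair, against −0.00195 and 0.03 for genes without the site there. Of the genes with the site, 69.1% were lower in the untreated pair, against 50.4%, and 62.9% were lower in the OB pair, against 44.7%. Out of 16193 heptamers, GCCAATA had the lowest z in both states (−17.0 and −11.1). Of heptamers that share no 4 bases in a row with it, the lowest z in the untreated pair was −3.93, which argues against chance among heptamers. The other 3 specifications, added after the first, placed it lowest in both states as well, with z of −14.2 and −9.98 at a mean CPM of at least 1, −16.5 and −11.0 without a limit on fold changes, and −15.2 and −11.0 without UTR length and GC content. As the z of −17.0 was taken after the trend on UTR length and GC content had been removed, these do not account for it. In the OB effect with control siRNA, where both libraries had the control siRNA, its z was 0.12. In the OB effect with DNMT1 siRNA it was 3.67, the 5th highest, as the shift was smaller in OB.

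Pairing of the guide seed with 3′ UTRs was tested by the place of the site. Genes with the site in their coding sequence alone lay at −0.0339 relative to genes with it in neither place in the untreated pair and −0.03 in the OB pair, against −0.15 and −0.12 for the 3′ UTR. Sites followed by A (244 genes) had a median of −0.22 and the others (390 genes) −0.10 in the untreated pair, and −0.15 and −0.07 in the OB pair. The 38 genes with several sites had −0.16, close to −0.15 for genes with 1 site, so no relation to the number of sites was seen. Of the other 5 seed sites of the listed siRNAs, the sites of DNMT1-1 did not stand apart (antisense strand z −1.25 untreated and 1.88 in OB). The site of the listed strand of the control siRNA, TCGGAGA, was 12th highest in the untreated pair (z 3.36), as genes silenced in control would be. The highest heptamer of that pair, ATCGGAG (z 4.78), shares the bases TCGGAG with this site. The site was 15th without a limit on fold changes, but 131st at a mean CPM of at least 1 and 321st without UTR length and GC content. In OB it was 1258th (z 1.39), and the highest heptamer there was CATACCG. A seed effect of the control siRNA thus stays open. The values are consistent with use of DNMT1-2 in both siDNMT1 libraries and with part of the lower genes being unintended seed targets, as a hypothesis found and tested on the same libraries.

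The share of lower calls that may come from seed pairing is limited. In the untreated pair 36 of 149 lower genes with a UTR had the site (24.2%, exact 95% interval 17.5% to 31.8%), against 5.90% of genes not called and 3.41% of higher genes. In the OB pair it was 19 of 133 (14.3%, 8.83% to 21.4%), against 6.04%. Of the 32 genes with a UTR that were lower in both states, 8 had it. Mcm7, the cell cycle gene with the lowest value in the untreated pair (−1.67), has 1 such site in its 3′ UTR. None of the RT-qPCR genes has one. Without the genes that have a site, 237 were higher and 137 lower in the untreated pair and 298 and 159 in the OB pair. The shift of −0.0339 for sites in coding sequence alone leaves UTR pairing as the candidate explanation for the excess. Dnmt1 loss and seed pairing could be separated with DNMT1-1 or another siRNA, which was not analysed here.

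GC content and gene length were weighed for the calls between siDNMT1 and control libraries. After a smooth trend on both was removed, 93.8% of the calls in the untreated pair and 95.3% in the OB pair were kept, so such a trend is unlikely to have made them. Spread between dishes remains open for single calls, given that unchanged simulated pairs gave 299.7 calls on average at a coefficient of variation of 0.2, but it does not cover the number of calls at that value or at the 0.138 estimated by the additive fit, where such pairs gave 48.1.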
